A study of Mus musculus with 10 samples. Its data were reported in "Decoupling the impact of microRNAs on translational repression versus RNA degradation in embryonic stem cells" (2018).

How the data were processed

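Expression was measured by QuantSeq, which sequences the end of each transcript next to its poly(A) tail, in 10 libraries of mouse embryonic stem cells. The values used are the deposited counts, which are uncorrected whole numbers of uniquely mapped reads per gene and library. According to the study and the header of the count table, the authors trimmed adapters and homopolymer stretches, aligned the reads to mm10, and counted reads on the sense strand of exons with featureCounts 1.5.3 against a Gencode annotation from which ribosomal RNA genes had been removed and to which 92 ERCC spike-in sequences had been added. No step with molecular identifiers is stated, so intervals and floors given here cover counting error only. The table lists 51467 genes, of which 51274 were paired with a symbol through their identifiers in a mouse annotation of the same genome build (GRCm38), and 193 were not. Coordinates and 3′ UTRs came from that annotation. The spike-in counts were set apart before any normalization.

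Libraries were grouped by their titles into wild type (WT, 3 libraries), DGCR8 knockout (DGCR8 KO, 3 libraries) and DDX6 knockout (DDX6 KO, 4 libraries, being 2 from each of 2 clones). All 10 were used. The total count over genes ran from 2131156 to 4745083 per library. At that depth 3 counts, taken as the floor, corresponded to 0.669 to 1.44 CPM, counts scaled to a common library total. Group means under the floor are given where a library held more than 3 counts, and folds against such means rest on few counts. Genes with at least 3 CPM in at least 3 libraries were tested, as in the study; 11683 of the 24468 genes with at least 1 count passed, and they held 99.4% to 99.6% of the counts of each library.

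Counts were scaled by the trimmed mean of M-values in edgeR 4.0.16 and analysed with limma 3.58.1 in R 4.3.3. The study used limma without stating how counts were transformed, so voom weights were chosen here. All 10 libraries entered 1 model with the group as its only term, and the spread of each gene was moderated by empirical Bayes. A gene was called changed at an adjusted p-value (Benjamini-Hochberg over all genes tested, two-sided) under 0.05 and a log2 fold change beyond 1 in size. The 4 DDX6 KO libraries counted as 4 replicates, as in the study, and the clones were compared in a second fit with a group for each clone. CPM values are given as the mean with the standard deviation (SD) between libraries, and fold changes with the standard error (SE) of the fit. Where all libraries of a group held 3 counts or fewer, the fold is given as a bound against that floor.

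Genes named in the results were chosen by a rule fixed before the data were examined, as were the model, the thresholds, the gene lists and all alternatives not described as added later. The rule took both targeted genes and the members of the fixed lists. To these it added the 4 genes with the largest increase and the 4 with the largest decrease in each knockout against WT, and the 3 highest and 3 lowest in the direct contrast of the knockouts. Finally it took the 3 genes changed most in the same direction in both knockouts and the 3 changed most in opposite directions. Genes picked by rank had to be called, to have a mean of at least 10 CPM, to show no overlap between the libraries of both groups, and to carry a symbol other than that of a predicted gene, an unnamed clone or a pseudogene. List members were named as changed only with an adjusted p-value under 0.05 in the contrast concerned. That restriction, which also limits the list members carried through the alternatives, was added after it was seen that members near 0 change sign under many settings. Genes named outside these rules are marked as such where they appear.

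Sets of genes were tested with camera from limma, with an inter-gene correlation preset to 0.01, and p-values were adjusted over 15 tests (5 sets in 3 contrasts). The sets were 6 pluripotency genes, 11 genes of the miRNA machinery without Dgcr8, of which 9 were tested, 23 genes of P-bodies and deadenylation without Ddx6, of which 22 were tested, 12 tested genes annotated as miRNA hairpins or their host transcripts, and 2176 genes whose main coding transcript has in its 3′ UTR a match to the seed AAGUGC of the ESCC miRNAs, a family abundant in embryonic stem cells. A match was the 7-base site AGCACTT or GCACTTA, or the 8-base site AGCACTTA. Of 44675 coding transcripts with an annotated 3′ UTR, 99.98% had a stop codon just before it. Conserved target predictions, which the study used, were not used here. The seed set was compared with 10000 random sets matched on 3′ UTR length and expression, and with 100 sites of the same bases in another order. The random sets were drawn from all 10891 tested genes with a 3′ UTR, seed-match genes included. Their medians are therefore drawn toward that of the seed set.

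For each chromosome and library, the median over tested genes of log2 CPM minus the WT mean was computed. A chromosome was singled out where every library of a knockout lay outside the range of the WT libraries and the mean of the medians exceeded 0.2 in size.

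Whether the numbers in the sample titles pair libraries was checked on the values, as the correlation across genes of the deviations of same-numbered libraries from their group means. For WT and DGCR8 KO the 3 correlations ran from 0.128 to 0.259, all over the preset limit of 0.1, so that those libraries are treated as possibly handled together and a fit with the number as a block is given where it changes a call. For WT and DDX6 KO they ran from -0.037 to 0.130, and for DGCR8 KO and DDX6 KO from -0.076 to 0.120, so no pairing was inferred there. Within DDX6 KO, same-numbered libraries of different clones had higher correlations (-0.225 and -0.200) than libraries of the same clone (-0.344 and -0.303). A batch that follows the number is therefore possible there, and the main clone contrast does not model it. No batch or date is given in the labels.

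Alternatives to each choice were run one at a time: the quasi-likelihood test of edgeR, DESeq2 1.42.0, limma-trend with a prior count of 1, median-of-ratios size factors, total counts, no filter, a filter on a mean of at least 10 CPM, only the groups compared in the fit, the title number as a replicate block, a correlation within clones, summed clones, each clone alone, each library left out, other thresholds, counts thinned at random to the smallest library, and for the sets fry, an estimated inter-gene correlation and stricter seed matches. A block on WT and DGCR8 KO libraries only, and fits without genes of chromosomes 6 and 8, were added after seeing the data.

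The methods were tested on simulated data with the mean expression and spread of these libraries. There a gene counted as recovered at an adjusted p-value under 0.05 in the right direction, without the fold limit. So judged, voom recovered 63.9% of 108 genes changed 2-fold and 94.6% of 92 genes changed 4-fold. Of the 167 genes that passed, 6.6% were unchanged. These shares do not describe calls made with the fold limit. A 1.5-fold shift planted on a chromosome was recovered as a median of 0.541, with other chromosomes moving by up to 0.055. Python 3.11.15 was used for the site search and the plots.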

Results

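Messenger RNA levels were measured by 3′-end sequencing in mouse embryonic stem cells of 3 genotypes grown in LIF and 2i, a medium that holds them in the naive state. Wild-type (WT) cells gave 3 libraries. Cells without DGCR8, the RNA-binding partner of Drosha that is needed to cut most miRNA hairpins out of their primary transcripts, gave 3 libraries (DGCR8 KO). Cells without DDX6, an RNA helicase recruited by the miRNA effector complex, gave 4 libraries from 2 clones (DDX6 KO). The total count over genes was 2131156, 3020639 and 4745083 in the WT libraries, 3381970, 3041619 and 2610684 in the DGCR8 KO libraries, 2607379 and 2784461 in clone 1, and 2706040 and 3378780 in clone 2. Spearman correlations between libraries, across the 11683 genes tested, lay between 0.972 and 0.984 within groups and between 0.912 and 0.950 across groups. The first principal component held 43.1% of the variance and the second 27.4%, and the libraries of each genotype lay together on both.

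The first question was whether each line had lost the transcript of its targeted gene. Dgcr8 (ENSMUSG00000022718, GRCm38 chromosome 16 from 18253948 to 18289249) had 56.1 ± 8.41 CPM (counts scaled to the normalised library total; SD, n = 3) in WT cells and 11.6 ± 3.41 (SD, n = 3) in DGCR8 KO cells, which is 20.6% of the WT level. Its log2 fold change was -2.34 (SE 0.25, limma adjusted p = 9.44e-07), and it was lower in 3 of 3 libraries. Dgcr8 had 46.4 ± 7.81 CPM (SD, n = 4) in DDX6 KO cells, a difference from WT that was not past the threshold (adjusted p = 0.154). Ddx6 (ENSMUSG00000032097, chromosome 9 from 44604892 to 44640731) had 538 ± 42.3 CPM (SD, n = 3) in WT cells, 498 ± 19.7 (SD, n = 3) in DGCR8 KO cells and 87.2 ± 63.8 (SD, n = 4) in DDX6 KO cells. Its log2 fold change in DDX6 KO cells was -3.05 (SE 0.35, limma adjusted p = 3.92e-06), it was lower in 4 of 4 libraries, and the mean was 16.2% of the WT level. The wide spread came from the clones. Ddx6 stood at 149 and 135 CPM in the libraries of clone 1 (26.4% of WT on average) and at 39.0 and 25.7 CPM in those of clone 2 (6.02% of WT). Of all alternatives, fitting each clone alone moved this value most, to -1.93 with clone 1 and -4.10 with clone 2.

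**Figure D1:**
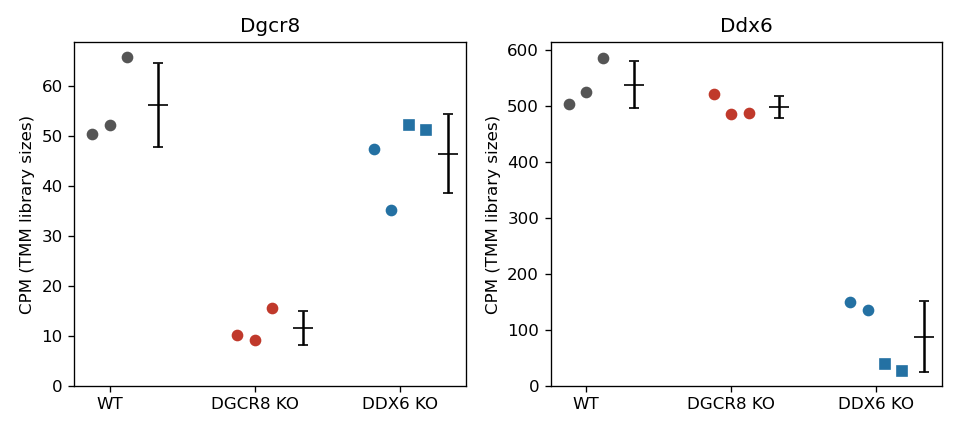
Dgcr8 and Ddx6 levels in CPM in each library of the WT, DGCR8 KO and DDX6 KO groups, with squares for DDX6 KO clone 2 and a black mark for the mean ± SD. Dgcr8 averaged 11.6 CPM in DGCR8 KO cells against 56.1 in WT, and Ddx6 averaged 142 CPM in clone 1 and 32.4 in clone 2 against 538 in WT.

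The comparison of DGCR8 KO with WT cells asks which mRNAs change when canonical miRNAs cannot be made. Of 11683 genes tested, 1722 were called changed, 1043 higher and 679 lower. With the adjusted p-value alone as the criterion, which moved the count most, 4245 genes passed (2321 higher, 1924 lower). Among genes with a mean of at least 10 CPM and no overlap between the groups' libraries, Pdzrn4 (ENSMUSG00000036218, chromosome 15 from 92396915 to 92771819) had the largest increase, from 1.137 ± 1.11 CPM (SD, n = 3) to 51.4 ± 8.28 (SD, n = 3), a log2 fold change of 5.80 (SE 0.58, limma adjusted p = 5.41e-07). It was followed by Fras1, Anxa3 and Cds1. Fras1 had at most 2 counts in any WT library and 33.7 ± 15.7 CPM (SD, n = 3) in DGCR8 KO cells, so it was at least 23.4-fold higher. Anxa3 rose by 5.21 and Cds1 by 4.90 on the log2 scale. Xlr3a had at most 1 count in any DGCR8 KO library against 16.2 ± 4.78 CPM (SD, n = 3) in WT cells and was at least 13.3-fold lower. Among the other genes with the largest decreases, Lin28a (ENSMUSG00000050966, chromosome 4 from 134003330 to 134018841) went from 60.9 ± 14.1 CPM (SD, n = 3) to 2.95 ± 2.04 (SD, n = 3), a log2 fold change of -4.55 (SE 0.47, limma adjusted p = 8.01e-07). Khdc3 and Slc4a5 had log2 fold changes of -4.73 and -4.42.

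The comparison of DDX6 KO with WT cells asks the same for the loss of the helicase. Here 1310 genes were called changed, 882 higher and 428 lower, and 4032 passed on the adjusted p-value alone (2088 higher, 1944 lower). By the same criteria, Spry4 (ENSMUSG00000024427, chromosome 18 from 38586268 to 38601268) had the largest increase, from 1.21 ± 1.07 CPM (SD, n = 3) to 33.3 ± 10.9 (SD, n = 4), a log2 fold change of 4.97 (SE 0.76, limma adjusted p = 8.41e-05). Igfbp7, Sh3bgrl and Vax2 came next, with log2 fold changes of 4.70, 4.17 and 3.87. Upp1 (ENSMUSG00000020407, chromosome 11 from 9118103 to 9136170) had the largest decrease, from 574 ± 96.1 CPM (SD, n = 3) to 48.4 ± 19.6 (SD, n = 4), a log2 fold change of -3.64 (SE 0.22, limma adjusted p = 2.91e-09). Rims1, Slc4a5 and Adgrg6 came next, with log2 fold changes of -3.56, -3.14 and -3.11. Vax2 and Slc4a5 lie on chromosome 6, whose genes were higher as a group in DDX6 KO cells by a median of 0.60 on the log2 scale. Without WT replicate 3, the deepest library, the number of called genes was 996.

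Whether loss of miRNAs and loss of DDX6 change the same mRNAs was asked by setting the changes side by side. Across the 11683 genes, Spearman's rho of the log2 fold changes was 0.341 and Pearson's r was 0.371. Genes are not independent replicates, and both sets of changes share the WT libraries. In 100 simulations in which no gene changed, that sharing alone gave a mean rho of 0.496. Another 100 gave the knockouts unrelated changes and kept the WT libraries shared, and there rho averaged 0.073 and was at most 0.095. Many genes changed in the data, so the second setting is the closer of these. The pooled value is not read against 0 in either case. With the WT libraries divided between the contrasts so that none was shared, rho averaged 0.235 over 6 divisions, from 0.170 to 0.293. Of the called genes 451 were called in both knockouts, against 193 if the calls were independent. The simulations with unrelated changes gave a mean of 361 (at most 404). Those simulations made more calls than the data did, 2041 and 1580 on average. In the data 264 of the shared genes were higher in both knockouts, 131 were lower in both and 56 moved in opposite directions, so that 87.6% had the same direction, against a mean of 59.0% and a maximum of 64.9% in the same simulations. Of the shared genes meeting the criteria for naming, Spry4, Smyd1 and Vax2 had the largest changes in the same direction. Smyd1 went from 5.72 ± 3.28 CPM (SD, n = 3) in WT cells to 52.3 ± 2.07 (SD, n = 3) in DGCR8 KO and 63.1 ± 19.8 (SD, n = 4) in DDX6 KO cells, where it too lies on the shifted chromosome 6.

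**Figure D2:**
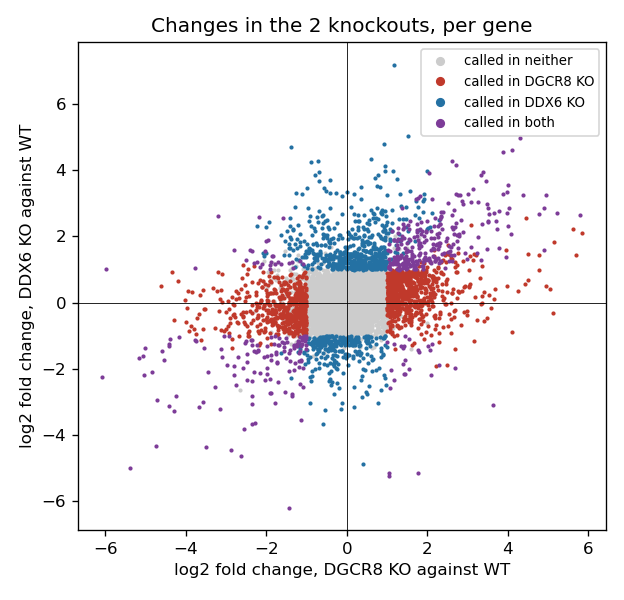
Log2 fold change in DGCR8 KO (x axis) and in DDX6 KO (y axis), both against WT, for each of the 11683 genes tested, in purple where a gene was called in both knockouts, red or blue where it was called in DGCR8 KO or DDX6 KO alone, and grey otherwise. Of the 451 genes called in both, 395 moved in the same direction and 56 in opposite directions.

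The direct contrast of the knockouts tests whether their effects differ. It called 1997 genes, 908 higher in DGCR8 KO and 1089 higher in DDX6 KO cells. The balance of directions depended on the normalization, since total counts gave 2066 called genes, 741 of them higher in DGCR8 KO and 1325 higher in DDX6 KO cells. Of those eligible to be named, Adgrg6 (ENSMUSG00000039116, chromosome 10 from 14402583 to 14545036) had 4.83 ± 0.608 CPM (SD, n = 3) in WT, 60.0 ± 2.59 (SD, n = 3) in DGCR8 KO and 0.710 ± 0.761 (SD, n = 4) in DDX6 KO cells, with a log2 difference of 6.73 between the knockouts (SE 0.58, limma adjusted p = 6.00e-08). Lefty1 and Nefl followed, with differences of 4.99 and 4.16. At the other end were Xlr3a, which was at least 25.7-fold higher in DDX6 KO cells, Igfbp7 with a difference of -6.08, and the small nucleolar RNA Snord13 with -5.28. Snord13 lies on chromosome 8, whose genes were lower as a group in DGCR8 KO cells by a median log2 value of -0.45. Adgrg6, Nefl and Peg10 were the eligible genes with the largest changes in opposite directions against WT. Nefl changed by 2.28 in DGCR8 KO and -1.88 in DDX6 KO cells, and Peg10, on chromosome 6, by -1.58 and 2.56.

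The clones of the DDX6 KO line were also compared with each other. Clone 2 against clone 1 gave 5 called genes, all lower in clone 2, while 284 genes had an unadjusted p-value under 0.05. The called genes were Ddx6 (log2 difference -2.18, limma adjusted p = 3.10e-05), Rhox5 on chromosome X (-1.95, limma adjusted p = 0.0175) and the Y-linked genes Ddx3y, Uty and Eif2s3y. Apart from Ddx6, these were named after their values were seen. Over both libraries of each clone, the 3 Y-linked genes together had 1129 counts in clone 1 and 7 in clone 2.

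Predicted targets of the ESCC family, the miRNAs most abundant in these cells, were taken as the 2176 tested genes with a match to their seed AAGUGC in the 3′ UTR. In DGCR8 KO cells these genes had a median log2 fold change of 0.23 against -0.05 for the rest, 65.8% of them against 46.8% of the rest lay above 0, and the set ranked higher than the rest (camera adjusted p = 1.59e-05) with the difference above 0 in 3 of 3 libraries. Of the alternatives run on all matches, an estimated inter-gene correlation moved this p-value most, to 0.0114. That estimate, 0.00727, lay below the preset 0.01. None of 10000 random sets matched on 3′ UTR length and expression had as high a median, their mean being 0.10 and their highest 0.15. In DDX6 KO cells the medians were 0.12 and 0.00, with the difference above 0 in 4 of 4 libraries. The set test was not past the threshold (camera adjusted p = 0.0739), and 1244 of the 10000 matched sets had as high a median. Since those sets could include seed-match genes, that count cannot separate the seed from 3′ UTR length and expression. Stricter matches, fry and a higher expression limit put the DDX6 KO test past the threshold, with adjusted p-values of 0.0212 for 8-base matches and 0.00187 for genes with at least 2 matches. The difference between the knockouts was itself tested in the direct contrast, where the set was higher in DGCR8 KO cells (median 0.15 against -0.03, camera adjusted p = 0.0168, or 0.0827 with an estimated correlation). Of the 35 splits of the knockout libraries into groups of these sizes, 3 gave as small a camera p-value, the real one included. Adjusted over the list alone, 980 of the set's genes in DGCR8 KO and 788 in DDX6 KO had a p-value under 0.05, against 945 and 781 adjusted over all genes tested.

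**Figure D3:**
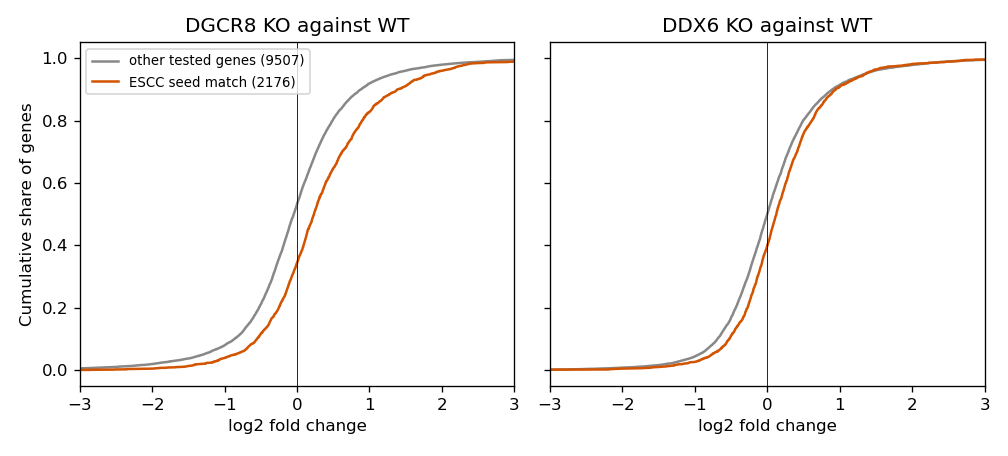
Cumulative share of genes by log2 fold change against WT, from -3 to 3, for the 2176 genes with an ESCC seed match and for the other genes tested, in DGCR8 KO and in DDX6 KO. The curve of the matched genes lies to the right in DGCR8 KO, where the medians are 0.23 and -0.05, and closer to that of the other genes in DDX6 KO, where they are 0.12 and 0.00.

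Of the other lists, the miRNA machinery was higher as a set in DGCR8 KO cells (median 0.66 over 9 genes, 7 of them above 0, camera adjusted p = 0.00241, above the rest in 3 of 3 libraries) and in the direct contrast (median 0.47, camera adjusted p = 0.00361). Both passed under fry, and neither did with an estimated correlation (0.0958 in each). The list was not past the threshold in DDX6 KO cells (camera adjusted p = 0.724). Adjusted over the list alone, 7 machinery genes in DGCR8 KO and 6 in DDX6 KO had a p-value under 0.05, against 7 and 5 adjusted over all genes tested. Tnrc6a (chromosome 7 from 123124181 to 123195296) rose from 123 ± 15.5 CPM (SD, n = 3) to 400 ± 31.6 (SD, n = 3) in DGCR8 KO and 288 ± 9.12 (SD, n = 4) in DDX6 KO cells, with log2 fold changes of 1.72 and 1.25. Tnrc6b changed by 1.37 and 1.16, and Ago1 was called in DGCR8 KO alone with 1.27 (difference between the knockouts 1.35, limma adjusted p = 7.01e-08).

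Sets of pluripotency, P-body and primary miRNA genes were not past the threshold in any contrast with camera, all adjusted p-values lying above 0.4. None of the 6 pluripotency genes was called changed. Adjusted over the list alone or over all genes, 4 of them had a p-value under 0.05 in DGCR8 KO cells and 1 in DDX6 KO cells. The latter was Nanog (chromosome 6 from 122707489 to 122714633), at 569 ± 50.1 CPM (SD, n = 3) in WT and 869 ± 57.3 (SD, n = 4) in DDX6 KO cells, a log2 fold change of 0.62 (SE 0.10, limma adjusted p = 1.71e-04), higher in 4 of 4 libraries and close to the median of its chromosome. In DGCR8 KO cells Sox2 rose by 0.50, while Klf4, Nanog and Zfp42 had decreases that did not pass in some fits with a library left out. Of these, Klf4 rested most on 1 library, DGCR8 KO replicate 2, and Zfp42 lies on the shifted chromosome 8. Zfp42 (limma adjusted p = 0.04988) also did not pass with the edgeR test, with limma-trend or with no filter. Among 22 P-body and deadenylation genes, Cnot6 (1.49) and Cnot6l (1.38) were called in DGCR8 KO cells and none in DDX6 KO cells. Adjusted over the list alone, as over all genes, 7 of these genes in DGCR8 KO and 10 in DDX6 KO had a p-value under 0.05. In the direct contrast the difference of Cnot6 was 1.15 (limma adjusted p = 3.12e-08) and that of Cnot6l was 0.59 (limma adjusted p = 0.00163). Of the 12 miRNA hairpin and host genes, 4 were called higher in DGCR8 KO cells. Mir17hg went from 14.5 ± 1.67 CPM (SD, n = 3) to 85.6 ± 15.2 (SD, n = 3), and Mir295, Mir22hg and Mirg rose by 3.15, 1.78 and 1.13 on the log2 scale. Mir7079 and Mir5136 were called lower, with -1.36 and -1.18, the former not past the threshold without WT replicate 3. Mir7079 lies on the shifted chromosome 8. Mir9-3hg and Mir22hg were called higher in DDX6 KO cells, with 1.65 and 1.43, the latter not past the threshold without WT replicate 3. Adjusted over the list alone, 8 hairpin and host genes in DGCR8 KO and 3 in DDX6 KO had a p-value under 0.05, against 6 and 3 adjusted over all genes.

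Genes were last summarised by chromosome, to see whether a line had gained or lost one. Over the 20 chromosomes with at least 100 tested genes, the library medians of WT cells ran from -0.03 to 0.04. In DDX6 KO cells the 561 genes on chromosome 6 had medians of 0.67 and 0.63 in clone 1 and 0.56 and 0.53 in clone 2, a mean of 0.60 ± 0.06 (SD, n = 4) or 1.51-fold. The other large chromosomes lay between -0.08 and 0.17 in these libraries. In DGCR8 KO cells the 644 genes on chromosome 8 had medians of -0.39, -0.52 and -0.42, a mean of -0.45 ± 0.07 (SD, n = 3) or 0.734-fold, with the other large chromosomes between -0.04 and 0.19. Both shifts exceeded the spread between replicates. The setting that moved them most was the use of all genes without a filter, which gave 0.28 for chromosome 6 and -0.30 for chromosome 8. Chromosome 6, with 4.802% of the tested genes, held 15.8% of those higher in DDX6 KO cells at an adjusted p-value under 0.05, and chromosome 8, with 5.51%, held 14.9% of those lower in DGCR8 KO cells. The 14 mitochondrial genes had a mean median of -0.56 ± 0.06 (SD, n = 4) in DDX6 KO cells. Their medians in the DGCR8 KO libraries were -0.06, 0.47 and 0.02, a wide spread between replicates (SD 0.29, n = 3).

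**Figure D4:**
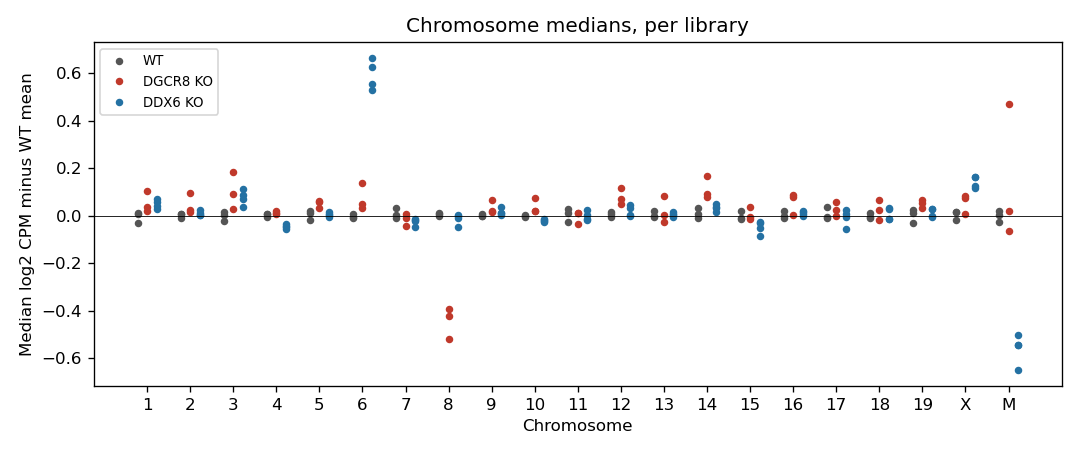
Median log2 ratio to WT over the tested genes of each chromosome, for each library of the WT, DGCR8 KO and DDX6 KO groups. Chromosome 6 averages 0.60 in the DDX6 KO libraries and chromosome 8 averages -0.45 in the DGCR8 KO libraries, while WT libraries lie between -0.03 and 0.04 on the large chromosomes.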

Values the study reported

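The study filtered predicted conserved targets for the miR-291/294/295/302 family, which left 765 genes.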

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

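The tests in this part on Y-linked genes, on other splits for the seed set in the direct contrast, and on both sets there at equal depth, with a higher expression limit and without chromosomes 6 and 8, were chosen after the result was seen. The test on WT cells and the remaining tests on splits were set out before their values were computed.

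The direct contrast of DGCR8 KO with DDX6 KO called 1997 genes, which says that the effects of the knockouts against the same WT libraries differ for those genes. Of the 35 splits of the 7 knockout libraries into groups of 3 and 4, only the real one gave as many called genes (1 of 35), and the next highest gave 0. A grouping of libraries by chance is thereby argued against. The genotype is the biological difference named by the design, and the shifts of chromosomes 6 and 8 described under the other observations are a further difference between the lines that this contrast does not separate from it. Without genes of both chromosomes, the number of genes changed in DGCR8 KO against DDX6 KO was 1688.

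Among sets, genes with an ESCC seed match were higher in DGCR8 KO than in DDX6 KO cells (camera adjusted p = 0.0168, median 0.15 against -0.03), and so were genes of the miRNA machinery (camera adjusted p = 0.00361, median 0.47 over 9 genes, 8 of them above 0). For the seed set 0 of 10000 random sets matched on 3′ UTR length and expression reached the median in DGCR8 KO cells against WT, and the difference from the other genes stayed at 0.26 without genes of chromosomes 6 and 8. These values argue against the shifted chromosomes as the source of the rise in DGCR8 KO cells, and against UTR length and expression level as its whole source. The matched sets had a mean median of 0.10, against 0.23 for the seed set and -0.05 for the other genes. Since the matched sets could include seed-match genes, their mean does not show how much of the rise follows from length and expression. For the difference between the knockouts, 0 of 10000 matched sets reached the median of 0.15, their mean being -1e-04 and their highest 0.0493. UTR length and expression level are thereby argued against as its source. In this contrast the seed set had camera adjusted p-values of 0.0230 with all libraries thinned to the same depth and 0.0197 with a mean of at least 10 CPM. It had 0.01595 without genes of chromosomes 6 and 8. The machinery set had 0.00319, 0.0120 and 0.00713. Depth, genes with few counts and the shifted chromosomes are argued against for both sets. Of the 35 splits, 3 gave as small a p-value for the seed set as the real one, that one included, so chance is not excluded for it. For the machinery set 1 of 35 did, the real split, a share that argues against chance. The margin was narrow, since the next split came close and 17 of the 35 had an unadjusted p-value under 0.05, the real one included. For the seed set 14 of the 35 had such a p-value, the real one included. Splits with more DGCR8 KO libraries on one side still carry part of the difference. Neither set passed with an estimated inter-gene correlation (0.0827 for the seed set and 0.0958 for the machinery set). The estimate was 0.0682 for the machinery set, above the preset 0.01, so correlation among its 9 genes stays open. It was 0.00671 for the seed set, below the preset. The unadjusted p-value of the seed set became 2.46 times larger and stayed under 0.05, and the factor of the adjustment over 15 tests rose from 3.75 to 7.5, since the set moved from rank 4 to rank 2. Both together give the rise of the adjusted value. An estimate below the preset argues against stronger correlation among the seed-match genes as the cause of the higher unadjusted value. The actual cause was not tested. The genotype stays open for both sets as the biological difference named by the design.

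Adgrg6, Nefl and Peg10 moved in opposite directions in the knockouts. The direct contrast gave log2 differences of 6.73 for Adgrg6, 4.16 for Nefl and -4.14 for Peg10, and in each case the libraries of the knockouts did not overlap. Adgrg6 had at most 5 counts in any DDX6 KO library, so the size of its difference is set by few counts. Peg10 lies on chromosome 6, whose median shift in DDX6 KO cells (0.60) is smaller than the change of Peg10 there (2.56). The DDX6 KO clones differed by log2 values of 0.15 for Nefl and 0.16 for Peg10 (limma adjusted p = 0.9997 for each). Both clones thus carry these changes, which argues against the history of a single DDX6 KO clone as their source there. For Adgrg6 the value was -0.51, from few counts. Otherwise genotype, the history of each line and the passage of separate lines go together in this design, and no other explanation of these 3 genes was tested.

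Clone 2 differed from clone 1 of the DDX6 KO line in 5 called genes, all lower in clone 2. One of them was Ddx6 itself, with a log2 difference of -2.18. WT cells among those of clone 1 would leave Ddx6 at its 26.4% of the WT level if they made up 21.7% of the cells and the rest were like clone 2. The other 7 genes over 20 CPM in WT cells that stood under 10% of the WT level in clone 2 would then reach a median of 27.3% of WT in clone 1. Their median there was 9.89%, and 0 of the 7 reached the level needed. A mixture with WT cells is thereby argued against. A difference in how the mutations of the clones affect the stability of the transcript stays open and was not tested, since the labels do not say which clone carries which mutation.

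Another 3 of the 5 genes lie on the Y chromosome. Ddx3y, Uty and Eif2s3y had together 7 counts in the libraries of clone 2, where the level of clone 1 would have given 1274 counts, so depth does not explain their loss. A mislabelled sample of another genotype is argued against by fits of 2 libraries against 2, which called 5 genes between the clones and 870 to 2001 in 21 fits between genotypes. Whether the whole Y chromosome was lost cannot be told apart from loss of a part of it. The remaining Y-linked gene with over 20 counts, Gm47283, stood in clone 2 at 105.6% of its clone 1 level. This cannot decide between loss of the whole chromosome and of a part, since its reads need not come from chromosome Y. Of the 31-base stretches of Gm47283, 46.8% also occur in transcripts of chromosome X, with the most in Gm21887. In its last 200 bases, next to the end that is sequenced, the share was 34.3%. The 3 lost genes had at most 1.60%, and 0% in their last 200 bases. Reads from chromosome X could therefore be counted in Gm47283, although counting only uniquely mapped reads leaves out those that match both places equally. The 12 other Y-linked genes with any count had 10 counts in clone 1 and 6 in clone 2. A loss that includes the region from 1010543 to 1286629 on chromosome Y may account for the 3 genes. The same genes also varied between the genotypes. Ddx3y stood at 82.9 CPM in WT cells, 43.8 in DGCR8 KO cells, and 135 and 146 in the libraries of clone 1. Uty had 27, 29 and 50 counts in the WT libraries and 7, 2 and 7 in DGCR8 KO. Eif2s3y had 16, 25 and 13 in WT and 9, 2 and 2 in DGCR8 KO. Uty and Eif2s3y were thus also low in DGCR8 KO cells, and no biological explanation was tested. The fifth gene, Rhox5, was lower by a log2 difference of -1.95 and no explanation of it was tested.

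Khdc3 stood at 10.8 CPM in the second library of clone 1, apart from the other DDX6 KO libraries, which lay between 4.48 and 5.28. In counts these were 31 against 14 to 16. Of 26 results tested in this way on the DDX6 KO libraries, 1 stood out, where chance gives 1.3. No explanation beyond chance was tested.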

How the results depend on the processing

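Each of 26 summary results and 79 others, on named genes or on the genes of 1 direction, was recomputed under up to 35 settings, those on single replicates included. Of the settings, the replicate block on WT and DGCR8 KO libraries only and the fits without genes of chromosomes 6 and 8 were chosen after seeing the data. Of the values for summary results, 626 kept their direction and their side of the threshold, or stayed within the allowed range, 3 became weaker, 10 stronger, 18 moved and 16 reversed. Among the 79 others 1809 values kept both, 138 became weaker, 8 moved and 0 reversed. The weaker values all belong to members of the fixed lists, most of them with log2 fold changes under 0.5 in size. List members without an adjusted p-value under 0.05 were left out after it was seen that many change sign. Unless a cause is given, the cause was not tested.

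Dgcr8 ran from -2.37 to -2.17 and Ddx6 from -4.10 to -1.93 over 15 alternatives, the ends of the latter being clone 2 alone and clone 1 alone. Over the 10 fits leaving out a library Dgcr8 ran from -2.54 (without DGCR8 KO replicate 3) to -2.20 and Ddx6 from -3.43 to -2.55. The seed set in DGCR8 KO passed in all 19 alternatives, with adjusted p-values from 3.39e-10 to 0.0114.

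Requiring a mean of at least 10 CPM, which leaves 8626 genes, gave 1040 called genes in DGCR8 KO, 663 in DDX6 KO, 1100 in the direct contrast, 3 between clones and 247 in both knockouts. The adjusted p-value alone gave 4245, 4032 and 5144 genes and 1846 in both knockouts, and a limit of 0.01 gave 3 genes between clones. Fewer genes tested and looser or stricter limits account for these by construction. Dividing the WT libraries gave a rho of 0.235, where no library is shared. Leaving out each library in turn gave 1557 to 1753 genes in DGCR8 KO, 996 to 1336 in DDX6 KO, 1772 to 2087 in the direct contrast, and 361 to 479 in both knockouts.

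Without a filter the chromosome 6 median was 0.28, that of chromosome 8 -0.30 and that of mitochondrial genes -0.24, as the added genes have few counts. With total counts chromosome 6 gave 0.71 and mitochondrial genes -0.44, since total counts raise the median of all genes in DDX6 KO by 0.12, and the share of called genes that were higher from 67.3% to 77.1%. In the direct contrast total counts gave 741 genes higher in DGCR8 KO and 1325 higher in DDX6 KO, against 908 and 1089. Over genes not called changed, chromosome 6 gave 0.45 and chromosome 8 -0.37.

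With fry the following passed: primary miRNA genes in DGCR8 KO (0.00574) and in the direct contrast (0.00251), the seed set (0.00131), pluripotency genes (0.0162) and miRNA machinery (0.0236) in DDX6 KO, and pluripotency (0.00131) and P-body genes (0.00322) in the direct contrast. Fry tests a set without reference to the other genes, while camera ranks it against them. With an estimated correlation the machinery set no longer passed in DGCR8 KO or the direct contrast (0.0958 in both), nor did the seed set in the direct contrast (0.0827). The seed set in DDX6 KO, whose adjusted p-values ran from 0.00131 to 0.140, passed with a mean of at least 10 CPM (0.0335), 8-base matches (0.0212) and at least 2 matches (0.00187).

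Reversals were limited to sets with no call on either side. Primary miRNA genes reversed in DGCR8 KO with DESeq2 (0.614), no filter (0.445) and at least 10 CPM (0.22), in DDX6 KO with DESeq2 (0.614), and in the direct contrast with clone 1 only (0.811), thinned counts (0.553) and the replicate block (0.583). This is a direction change in a test not past the threshold, and the replicate block changed no other summary call. The block also made 4 list members in DDX6 KO weaker. Over the 10 fits leaving out a library, the set test of primary miRNA genes in DGCR8 KO against DDX6 KO ran from 0.48 to 0.638, reversed without DGCR8 KO replicate 1 (0.582), DGCR8 KO replicate 3 (0.48) and the first library of clone 2 (0.634). In the same fits the set test of P-body and deadenylation genes in DGCR8 KO against WT ran from 0.652 to 0.951, reversed without WT replicate 3 (0.847) and DGCR8 KO replicate 2 (0.951), and the set test of pluripotency genes in DDX6 KO against WT ran from 0.392 to 0.659, reversed without WT replicate 1 (0.595). Without chromosomes 6 and 8 pluripotency genes reversed in all 3 contrasts (0.950), Nanog and Zfp42 being left out.

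The clone contrast was not run with a correlation within clones, with summed clones, with 1 clone only or without a DDX6 KO library, since these leave no replicates in a clone or make the clone and the block the same. Depth limits genes near the floor: with all libraries thinned to 2131156 counts, 1506 of the genes called in DGCR8 KO and 1101 of those called in DDX6 KO remained called.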

Other observations

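The tests in this part on Nanog, on interferon-stimulated genes, on mitochondrial genes with total counts and on the correlation expected from unrelated changes were chosen after the result was seen. The patterns on chromosomes 6 and 8, and the correlation of the knockouts, were known when their tests were set out, but the test values were not.

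Genes on chromosome 6 were higher in all 4 DDX6 KO libraries. The median was 0.60 after thinning all libraries to the same depth and 0.71 with total counts in place of the normalization used. Genes of other chromosomes matched on GC content, transcript length and expression had a median of -0.00 (-0.0031), and the genes of chromosome 6 not called changed still had a median of 0.45. These values argue against depth, normalization, GC content or length, and a few strongly changed genes. A different number of copies of the whole chromosome predicts a shift along its length, and 100% of the 15 windows of 10 Mb had a median above 0, from 0.37 to 1.06. Of 239 windows on other chromosomes, 28 exceeded 0.2. A log2 ratio of 0.585 is what 3 copies against 2 would give. The pattern is consistent with an extra copy of chromosome 6 in both DDX6 KO clones, or in the cells they came from, which DNA sequence or karyotype could test. Regulation by DDX6 of many genes on that chromosome stays open as a biological explanation and was not tested.

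Nanog lies on chromosome 6, and its log2 fold change of 0.62 in DDX6 KO cells stood at percentile 52.0 of the 560 other genes there, whose quartiles were 0.25 and 0.99. Its rise may therefore reflect the shift of the whole chromosome. An effect of DDX6 on Nanog itself was not tested apart from that shift.

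Genes on chromosome 8 were lower in all 3 DGCR8 KO libraries. The median was -0.43 at equal depth, -0.45 with total counts and -0.37 over genes not called changed, and matched genes of other chromosomes had a median of 0.00 (0.0026), which argues against the same 4 technical explanations. All 13 windows (100%) had a median below 0, from -0.66 to -0.07, and 12 were past -0.2, against 9 of 239 windows on other chromosomes past that limit. A copy number that differs from WT in at least part of the cells is a candidate explanation. In DDX6 KO cells the chromosome stood at -0.01, so DDX6 KO cells share the WT level. The mean of -0.45 lies between 0 and the -0.585 that 2 copies against 3 would give, and the data do not say which line carries the usual number.

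Mitochondrial genes were lower in DDX6 KO cells, with medians of -0.53 at equal depth and -0.44 with total counts. Neither depth nor the choice of normalization accounts for this. It rests on 14 genes, of which 9 were lower at an adjusted p-value under 0.05, and a biological difference between the lines stays open, untested. Among the DGCR8 KO replicates the median ran from -0.06 to 0.47, so differences nearly as large in size arise within a genotype.

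The correlation of both sets of changes was weighed against 3 explanations. With no WT library shared rho was 0.235, above 0 in 6 of 6 divisions, so sharing is not its whole source. In simulations where no gene changed, sharing alone gave a mean above the pooled 0.341, but many genes changed in the data. Without genes of chromosomes 6 and 8 rho was 0.356. In 100 simulations with unrelated changes, which keep the shared WT libraries, the mean was 0.073 and the highest 0.095. A response common to both knockouts is a hypothesis left open by these values, as is a difference between WT cells and both derived lines that has nothing to do with miRNAs.

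The rise of seed-match genes in DGCR8 KO cells was tested against sequence features. Among 10000 sets matched on 3′ UTR length and expression, 0 reached the observed median of 0.23. Their mean was 0.10, but they could include seed-match genes, so the part that follows from length and expression is not known. Without genes of chromosomes 6 and 8 the difference was 0.26. Among 100 sites with the same bases in another order, 0 gave as large a difference as the real 7-base site. Its 1823 genes lay 0.26 above the rest, against a mean of 0.10 and at most 0.21 for the reordered sites. In DDX6 KO cells 11 of the 100 reordered sites gave as large a difference as the real one. These values suggest a contribution of the ESCC seed in DGCR8 KO cells, as a hypothesis. In DDX6 KO cells the rise of the set is not set apart from that of other sites of the same bases. The matched sets could include seed-match genes, so they cannot decide there between the seed and 3′ UTR length or expression.

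Splits of the libraries were also counted. In DGCR8 KO against WT 1 of the 10 splits of the 6 libraries, the real one, gave as many called genes, the next giving 0, and 1 of the 10 gave as small a p-value for the seed set and 1 of the 10 for the miRNA machinery. With 3 libraries against 3 the share is never under 0.1, so this count alone decides nothing. For the called genes, a grouping by chance is argued against by other values: Spearman correlations were at least 0.972 within groups and at most 0.950 between them, and on the first principal component the WT libraries lay between 3.25 and 12.04 and the DGCR8 KO libraries between -61.26 and -52.24. For the sets these values do not settle it. An unadjusted camera p-value under 0.05 arose in 8 of the 10 splits for the seed set and in 5 for the machinery set, the real one included. Every other split mixes the genotypes unevenly and so still carries part of the difference. These counts therefore cannot decide whether chance gave the set results. Among the 4 splits that part all 3 same-numbered pairs, 1 gave as many genes, and the others gave 0. In DDX6 KO against WT 1 of 35 splits gave as many called genes, and 4 of 35 gave as small a p-value for the seed set, so that chance is not excluded for the latter. For the machinery set, which was not past the threshold there, 23 of 35 did. The seed set had an unadjusted camera p-value under 0.05 in 7 of these 35 splits, the real one included. Here too the other splits carry part of the difference.

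In a first look at the called genes, several interferon-stimulated genes were higher in DGCR8 KO cells. A list of 30 other such genes was then written, of which 14 were tested. Their median log2 fold change was 1.57, with 12 of 14 above 0 and 9 called higher. It was above 0 in 3 of 3 libraries and did not change with the 1 gene at the floor in WT cells set to its bound. Of 10000 random sets matched on expression 0 were as high. For DDX6 KO cells the median was 0.37, or 0.25 with that gene at its bound, and 569 of 10000 sets were as high. There 10 of 14 genes were above 0 and 3 were called higher. The median was above 0 in 4 of 4 libraries, from 0.17 to 0.49. The difference between the knockouts was not tested for this list. Higher basal interferon signalling in the DGCR8 KO line may explain the pattern, and whether it follows from the loss of DGCR8 or from the history of the line was not tested.

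ERCC spike-ins made up 1.41%, 2.31% and 1.20% of the counts of the WT libraries, 1.78%, 1.89% and 1.57% in DGCR8 KO, and 1.10%, 2.15%, 1.23% and 2.36% in DDX6 KO. In WT cells and in both DDX6 KO clones the share was lower in the library numbered 1 than in that numbered 2, with little difference in DGCR8 KO. A batch that follows the number is therefore possible. The amount added per cell is not given in the labels, so no total RNA content was computed.

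The set of seed-match genes held 2176 genes, by a definition without conservation. That is higher than the value quoted from the study above.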
